A study of Homo sapiens with 7 samples. Its data were reported in "EBF2 Links KMT2D‐Mediated H3K4me1 to Suppress Pancreatic Cancer Progression via Upregulating KLLN" (2023).

How the data were processed

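ChIP-seq was carried out in SW1990 cells, an established human pancreatic cancer line, with antibodies against KMT2D, EBF2 and H3K4me1. KMT2D (also called MLL2) is a histone methyltransferase, H3K4me1 is monomethylated lysine 4 of histone H3, and EBF2 is a transcription factor. Each of the 3 targets was profiled in cells carrying a negative control shRNA (NC) and in cells carrying an shRNA against KMT2D (KMT2D-KD). The 7 samples were these 6 ChIP libraries and 1 input library, and groups were taken from the sample titles. There was 1 library per target and condition, so there were no replicates. The level of KMT2D itself in the knockdown cells was not analysed here.

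Before deposit, the authors removed reads with adapters, undetermined bases or low quality with in-house perl scripts and aligned the rest with bwa. Each list holds the peaks of 1 ChIP library called against the SW1990 input, and no pooling of samples was stated. The labels do not give the condition of the cells the input came from. Where its cells differed from those of a ChIP library, for example in copy number, the fold enrichments, q-values and numbers of intervals of that library include this difference. The peak caller, its settings, the treatment of duplicate and multiply mapped reads and the genome build were not stated for the ChIP-seq. The deposited lists follow the narrowPeak layout of 10 columns. For every interval the authors gave a fold enrichment over the input at the summit, which is a ratio. The deposited lists also hold a −log10 p-value and a −log10 q-value for each interval. These per-interval values are the authors' own. They were used to describe, rank or filter intervals within a list, and to recover library depth as described below. The largest q-value in each of the 6 lists lay between 0.0382 and 0.0498. No 2 rows of a list shared an interval. The input library had no list of its own.

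The genome build was settled from the intervals. No interval reached past the end of an hg38 chromosome, at most 1 interval per list held an undetermined base, and the tandem repeats described with the results lay under the intervals in hg38 sequence and not at random positions. All coordinates are therefore given on hg38, counted from 1, with genes from GENCODE release 44. The 5′ end of a gene is the first base of its GENCODE gene record.

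Depth was recovered from the intervals, since read totals were not used here. The fold enrichment of an interval was taken as (fragments + 1) / (background + 1), and its p-value as the Poisson probability of more fragments than observed, as common peak callers compute them. Solving this pair returned a whole number of fragments, to within 0.001 in −log10 p, for 100% of the intervals of 5 lists and for 92129 of 92130 intervals in KMT2D-KD H3K4me1. After the p-values were shuffled among intervals, between 0.472% and 1.74% gave a whole number. Intervals with p-values too small for the calculation, 5 to 35 per list, were left out. The lowest background of a list was taken as its genome-wide mean, the narrowest interval as its fragment length, and the step between background values as its depth relative to the input. The input depth worked out from these 3 values was 15.9 to 16.1 fragments per 1000 bases in all 6 lists.

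Intervals were counted as deposited. Intervals of 2 lists were taken as shared when they overlapped by at least 1 base. Shares are given with exact binomial (Clopper-Pearson) 95% intervals, which cover counting error only. For a count of 0 the limit of 3 counts of the total is given as well. Ratios of 2 numbers are given as log2(KMT2D-KD / NC), with an interval derived from the exact binomial one. As a background, the intervals of a list were placed at random 100 times on the same chromosomes outside runs of undetermined bases, and the mean share is given as a description. No test between NC and KMT2D-KD was made and no p-value was computed, because intervals of 1 library are not replicates. Promoters were the windows of 1000 bases either side of the 5′ end of each of 20033 protein-coding genes. For the profile around 5′ ends, bins of 500 bases within 5 kb were used with 20 random placements. Regions were made by merging overlapping intervals of the 4 KMT2D and EBF2 lists. The EBF motif TCCCNNGGGA was searched in the 200 bases around each summit and in windows of the same size centred 2000 bases to either side.

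Genes named were fixed before the data were examined, from the text of the study: KLLN, KMT2D, EBF2, KDM1A, TP73, TSPYL2, TSR1, METAP2, CCN1, CIRBP and TGFBR3. Part of that fixed list is not reported here. Intervals named were the 3 with the highest −log10 q in each KMT2D and EBF2 list, and in each H3K4me1 list the 3 highest that overlapped no interval of the other H3K4me1 list. Alternatives for the thresholds, overlap rules, windows and list sizes were also fixed before the data were examined.

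A sequence measure was chosen after the data were seen. The tandem score of a sequence is the highest share of its bases that equal the base a fixed number of positions earlier. An interval was called a short tandem repeat when this score exceeded 0.5 at any distance of 1 to 6 bases. Otherwise it was called a long tandem repeat when the score of the 1000 bases around its middle exceeded 0.5 at any distance of 7 to 400 bases. Otherwise it was called near a gap when it lay within 1 Mb of a run of at least 10 kb of undetermined bases. For H3K4me1 the classes were determined in 2000 intervals drawn at random from each list. As a background for the classes, 1 random placement per list was used. Thresholds of 0.4 and 0.6 were tried as alternatives.

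The overlap, promoter and depth calculations were tested on simulated data before use. In a simulated overlap of 64843 H3K4me1 intervals, 100% of the intervals left in place and 1.11% of those moved elsewhere were found. All of the planted pileups in 6 simulated lists were recovered (100%), and 100% of 300 planted genes were found at promoters. Calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and pysam 0.24.0.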

Results

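The data comprised 6 peak lists from SW1990 pancreatic cancer cells, 1 for each of KMT2D, EBF2 and H3K4me1 in NC and in KMT2D-KD cells. An interval is a stretch of the genome that the authors' peak caller reported as enriched over the input. No target had a replicate, so each difference below compares 2 libraries and has no replicate check. The recovered depth of the NC libraries was 6.43 fragments per 1000 bases for KMT2D, 6.84 for EBF2 and 9.89 for H3K4me1. In KMT2D-KD it was 5.45 fragments per 1000 bases for KMT2D, 6.12 for EBF2 and 9.29 for H3K4me1. The KMT2D-KD library was thus the shallower one for each target, at 0.845, 0.903 and 0.938 times the NC depth for KMT2D, EBF2 and H3K4me1.

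To describe the occupancy of KMT2D, EBF2 and H3K4me1 with and without KMT2D knockdown, the intervals of each list were counted. The KMT2D list held 238 intervals in NC and 318 in KMT2D-KD. This corresponded to a log2 ratio of 0.42, with a 95% counting interval of 0.17 to 0.67. EBF2 had 293 intervals in NC and 311 in KMT2D-KD, and the log2 ratio of 0.09 was within counting error of no difference (−0.15 to 0.32). H3K4me1 had 64843 intervals in NC and 92135 in KMT2D-KD, a log2 ratio of 0.51 (0.49 to 0.52). The H3K4me1 intervals covered 32.3 Mb in NC and 49.7 Mb in KMT2D-KD. The KMT2D intervals covered 77.6 kb in NC and 91.4 kb in KMT2D-KD, and the EBF2 intervals covered 88.1 kb and 95.5 kb. Median H3K4me1 widths were close, 369 bases in NC and 375 bases in KMT2D-KD. The H3K4me1 difference moved most at a −log10 q of at least 10, where the log2 ratio was 2.02. More H3K4me1 intervals were found in KMT2D-KD than in NC on 24 of 24 chromosomes, from 1.24 times on chromosome 5 to 2.06 times on chromosome 19.

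**Figure D1:**
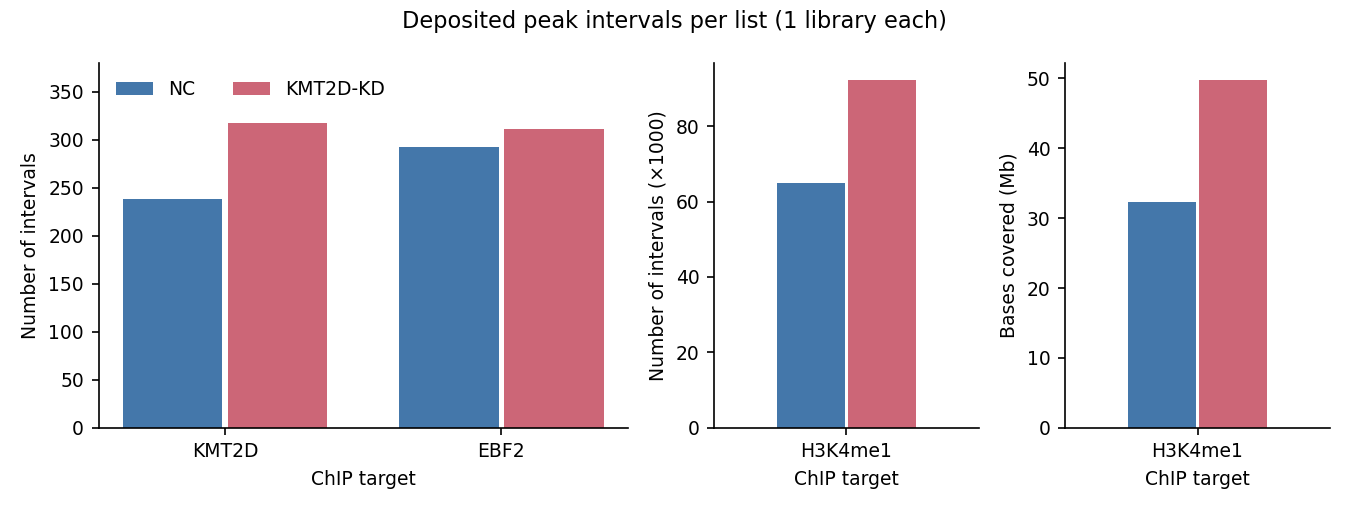
Bars show the number of deposited intervals per list for KMT2D and EBF2 (left), the number for H3K4me1 (middle, axis in units of 1000) and the bases covered by H3K4me1 intervals in Mb (right), for 1 NC and 1 KMT2D-KD library per target, without error bars because there were no replicates. The KMT2D-KD bar is the higher one for each target, 318 against 238 for KMT2D, 311 against 293 for EBF2 and 92135 against 64843 for H3K4me1.

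The next question was how far the NC and KMT2D-KD lists of a target named the same places. Of the 238 NC KMT2D intervals, 180 (75.6%, 69.7% to 80.9%) overlapped a KMT2D-KD interval. Of the 318 KMT2D-KD KMT2D intervals, 181 (56.9%, 51.3% to 62.4%) overlapped an NC interval. With equal numbers of top intervals from both KMT2D lists, these shares were 69.7% (63.5% to 75.5%) and 70.2% (63.9% to 75.9%). With lists of equal length both directions count nearly the same overlaps over the same total, so the 2 shares agree by construction. For EBF2, 210 of 293 NC intervals (71.7%, 66.1% to 76.8%) were found in KMT2D-KD, and 212 of 311 KMT2D-KD intervals (68.2%, 62.7% to 73.3%) were found in NC. Random placement of the same KMT2D and EBF2 intervals gave mean shares of at most 0.0171%. For H3K4me1, 45195 of 64843 NC intervals (69.7%, 69.3% to 70.1%) were found in KMT2D-KD, against 3.46% at random. In the other direction, 42922 of 92135 KMT2D-KD intervals (46.6%, 46.3% to 46.9%) were found in NC, against 2.42% at random. The unshared intervals were weaker within their own lists. The median −log10 q of NC H3K4me1 intervals was 2.85 when not found in KMT2D-KD and 4.16 when found. In KMT2D-KD the corresponding medians were 3.32 and 5.30. Restricting the counted list to a −log10 q of at least 5 moved these shares most, to 91.5% of NC and 74.8% of KMT2D-KD H3K4me1 intervals. With that threshold in both lists the shares were 69.6% and 36.8%, so the first was within counting error of the full lists and the second was lower.

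H3K4me1 at promoters was examined because the study concerns signal at transcription start sites. Of 20033 protein-coding genes, 1289 had an H3K4me1 interval within 1000 bases of the 5′ end in NC and 2379 in KMT2D-KD. The log2 ratio was 0.88 (0.79 to 0.98). Both lists had an interval at 877 of these genes, NC alone at 412 and KMT2D-KD alone at 1502. With equal numbers of top intervals from both lists, the log2 ratio fell to 0.38, the largest shift downward among the alternatives. As a share of intervals, 2.05% (1.94% to 2.16%) in NC and 2.73% (2.62% to 2.83%) in KMT2D-KD overlapped a promoter, against 1.66% and 1.72% after random placement. Few KMT2D or EBF2 intervals lay at promoters. These were 5 of 238 in NC KMT2D, 2 of 318 in KMT2D-KD KMT2D, 3 of 293 in NC EBF2 and 3 of 311 in KMT2D-KD EBF2. Random placement gave mean shares of 1.52% to 1.73% for these 4 lists, so no enrichment at promoters was detectable at this number of intervals.

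Around the 5′ ends, H3K4me1 was lowest in the first 500 bases of the gene. There 1.24% of genes had an interval in NC and 2.11% in KMT2D-KD, below the random levels of 2.33% and 3.49%. The highest values were downstream, 8.67% in NC between 2000 and 2500 bases and 13.9% in KMT2D-KD between 1500 and 2000 bases. KMT2D-KD was above NC in 20 of 20 bins.

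**Figure D2:**
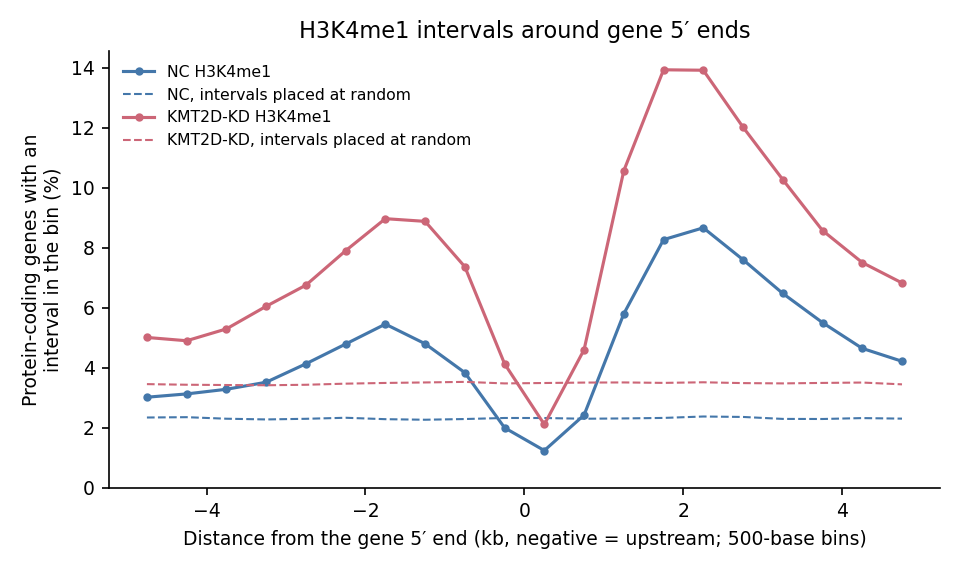
The share of 20033 protein-coding genes with an H3K4me1 interval (vertical axis, %) is plotted in bins of 500 bases against the distance from the gene 5′ end (horizontal axis, kb), with solid lines for the NC and KMT2D-KD libraries and dashed lines for the mean of 20 random placements. Both libraries dip in the first 500 bases of the gene, to 1.24% and 2.11%, and peak downstream at 8.67% in NC and 13.9% in KMT2D-KD.

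To see whether KMT2D and EBF2 lay on H3K4me1, their intervals were compared with the H3K4me1 list of the same cells. In NC, 67 of 238 KMT2D intervals (28.2%, 22.5% to 34.3%) and 75 of 293 EBF2 intervals (25.6%, 20.7% to 31.0%) overlapped H3K4me1. In KMT2D-KD, 94 of 318 KMT2D intervals (29.6%, 24.6% to 34.9%) and 100 of 311 EBF2 intervals (32.2%, 27.0% to 37.7%) did so. Random placement gave 1.69% to 2.74%. The confidence intervals of NC and KMT2D-KD overlapped for both targets with all intervals counted. Leaving out regions present in all 4 KMT2D and EBF2 lists moved the KMT2D-KD KMT2D share most, to 11.3% (6.74% to 17.5%). The NC KMT2D share was then 29.2% (19.0% to 41.1%), so for KMT2D the intervals no longer overlapped.

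KMT2D and EBF2 intervals coincided more often with each other than with H3K4me1. In NC, 187 of 238 KMT2D intervals (78.6%, 72.8% to 83.6%) overlapped an EBF2 interval, and in KMT2D-KD 213 of 318 did (67.0%, 61.5% to 72.1%). Random placement gave at most 0.0126%. A −log10 q of at least 5 in every list raised the NC share most, to 87.4%. The NC KMT2D intervals were found in the KMT2D-KD EBF2 list as often as in the NC EBF2 list, at 187 of 238. Merging the 4 lists gave 506 regions, of which 238 were in 1 list, 55 in 2, 47 in 3 and 166 in all 4. Only 3 regions were in both KMT2D lists and no EBF2 list, and 7 were in both EBF2 lists and no KMT2D list.

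The 3 intervals with the highest −log10 q were at the same places in all 4 KMT2D and EBF2 lists. Values for NC KMT2D are given first. The first, on chromosome 7 from 157461262 to 157461689 (hg38), was intergenic, with the nearest protein-coding 5′ end, that of DNAJB6, 126095 bases away. Its fold enrichment was 678 and its −log10 q 5878. The second, on chromosome 6 from 42262431 to 42262611, was in an intron of TRERF1 and had a fold enrichment of 617 and a −log10 q of 4692. The third, on chromosome 12 from 110387213 to 110387436, overlapped an exon of a retained-intron transcript of ANAPC7 and no coding exon. It had a fold enrichment of 290 and a −log10 q of 4019. In KMT2D-KD KMT2D the fold enrichments at these places were higher, at 1020, 924 and 423. For EBF2 they were 737, 774 and 312 in NC and 980, 852 and 381 in KMT2D-KD. All 3 were short tandem repeats with tandem scores of 0.843, 0.949 and 0.886. The intervals on chromosomes 7 and 12 also overlapped H3K4me1 intervals in both conditions, and the interval on chromosome 6 overlapped one in KMT2D-KD.

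Short tandem repeats made up 67.2% of NC KMT2D, 77.4% of KMT2D-KD KMT2D, 69.3% of NC EBF2 and 74.6% of KMT2D-KD EBF2 intervals. After 1 random placement of each list the shares were 0.420% to 1.29%. Together with long tandem repeats and intervals near a gap they reached 92.0% (87.8% to 95.1%), 91.8% (88.2% to 94.6%), 94.9% (91.7% to 97.1%) and 91.0% (87.3% to 93.9%) of these lists. The shares after the same placement were 10.3% to 14.3%. Among 2000 intervals drawn from each H3K4me1 list, short tandem repeats were 0.45% in NC and 0.35% in KMT2D-KD. Of the 166 regions in all 4 lists, 140 were short tandem repeats, 19 long tandem repeats and 5 near a gap, and 2 were none of these. Of the 238 regions in 1 list, 80 were none of these. The tandem score was chosen after the data were seen.

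**Figure D3:**
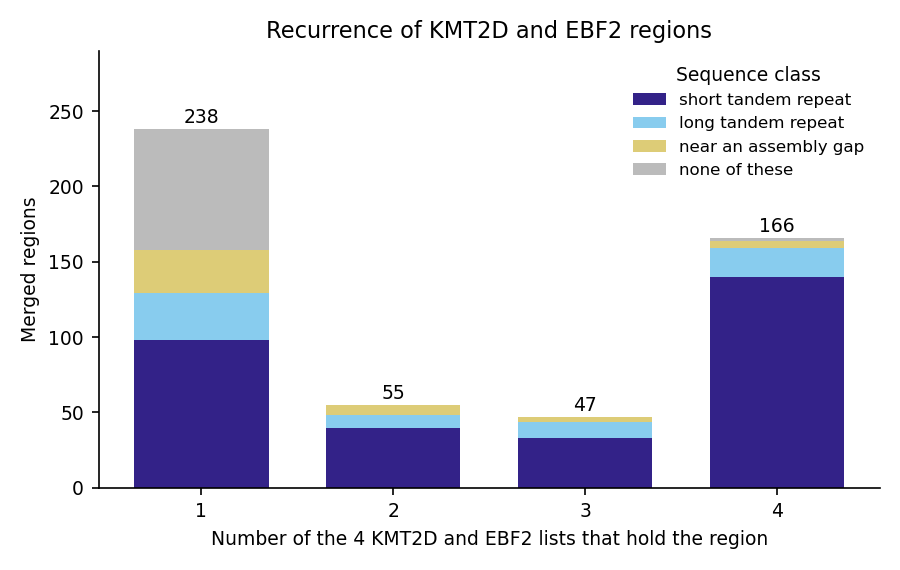
Stacked bars give the number of merged KMT2D and EBF2 regions (vertical axis) held by 1, 2, 3 or all 4 of the KMT2D and EBF2 lists of NC and KMT2D-KD (horizontal axis), coloured by sequence class, with the total above each bar. Regions in none of the classes number 80 of 238 in the first bar and 2 of 166 in the last.

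Among H3K4me1 intervals absent from the other condition, the 3 with the highest −log10 q in NC were 2 intergenic intervals on chromosome 1 and an intron of MAP4K4. Those on chromosome 1, from 143213031 to 143213336 and from 143217252 to 143217788, had fold enrichments of 2.14 and 2.19 and lay in all 4 KMT2D and EBF2 lists. The first was near a gap and the second was a long tandem repeat. The interval in MAP4K4, on chromosome 2 from 101785264 to 101785798, had a fold enrichment of 37.7 and a −log10 q of 191. In KMT2D-KD the 3 were the TRERF1 intron interval on chromosome 6 from 42262432 to 42262612, an intron of KIAA1671 on chromosome 22 from 25093694 to 25093889, and an intergenic interval on chromosome 12 from 118757665 to 118757854. Their fold enrichments were 233, 63.7 and 55.4. These 3 were short tandem repeats and were present in all 4 KMT2D and EBF2 lists.

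KLLN, the target gene the study selected, lies on chromosome 10 from 87859158 to 87863533 on the minus strand (hg38), as a single-exon gene. No KMT2D or EBF2 interval of NC or KMT2D-KD lay within 5000 bases of the KLLN 5′ end. The nearest KMT2D intervals were 8.50 Mb away in NC and 7.51 Mb away in KMT2D-KD, and the nearest EBF2 intervals were 35.4 Mb away in both. H3K4me1 had 2 intervals within 5000 bases in NC and 3 in KMT2D-KD. The NC interval nearest to the KLLN 5′ end ran from 87860989 to 87861638, 1895 bases from it, with a fold enrichment of 3.86 and a −log10 q of 2.85. The nearest KMT2D-KD interval ran from 87860472 to 87860933, 2600 bases from the 5′ end, with a fold enrichment of 3.79 and a −log10 q of 2.81. Both lay in the 3′ untranslated region of KLLN. These were weak intervals of their lists, with only 26.0% and 24.2% of intervals having a lower −log10 q. With a −log10 q of at least 5, neither list had an interval within 5000 bases. No H3K4me1 interval of either list lay within 1000 bases of the KLLN 5′ end, so a difference at the KLLN promoter was not detectable from these lists. By ChIP with quantitative PCR, the study reported KMT2D, H3K4me1 and EBF2 signal at the KLLN promoter, lowered by KMT2D knockdown. It described the EBF2 and H3K4me1 enrichment there as not very significant by ChIP-seq and by a separate assay, CUT&Tag.

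**Figure D4:**
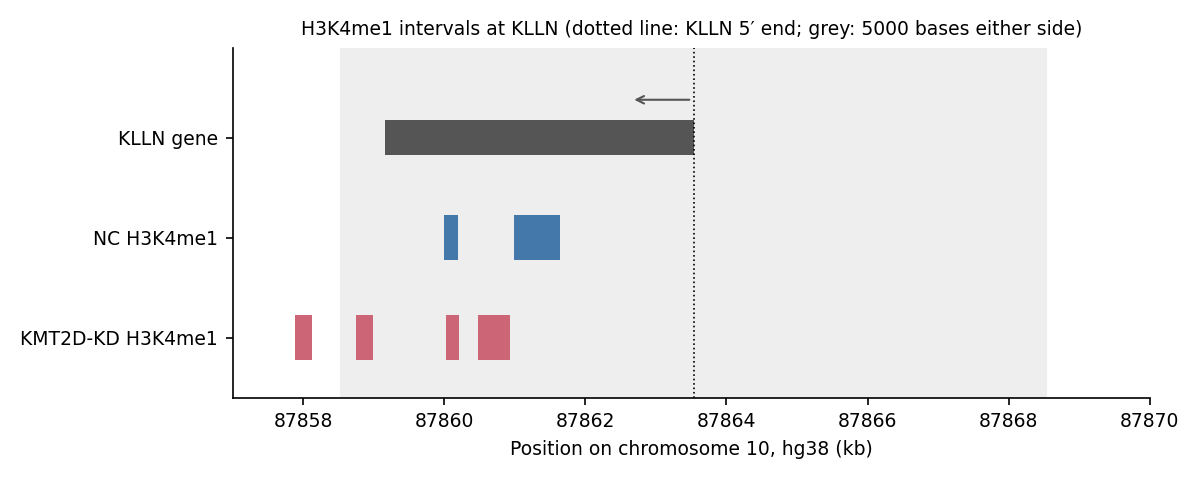
Map of chromosome 10 in hg38 (horizontal axis, kb) with the KLLN gene in dark grey, an arrow for its direction from the 5′ end, and H3K4me1 intervals of the NC and KMT2D-KD libraries as coloured boxes. Of the intervals within 5000 bases of the KLLN 5′ end (light grey), 2 are from NC and 3 from KMT2D-KD, and each lies downstream of the KLLN 5′ end.

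Of the 11 genes named here, which were fixed before the data were examined, none had a KMT2D or EBF2 interval at its promoter in either condition. H3K4me1 intervals were present at 1 promoter in NC, that of KMT2D, and at 1 in KMT2D-KD, that of TP73. For KMT2D the nearest H3K4me1 interval was 588 bases from the 5′ end in NC and 2296 bases in KMT2D-KD. For TP73 it was 15921 bases away in NC and 948 bases in KMT2D-KD.

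Finally, the EBF motif TCCCNNGGGA was searched around the summits as a check of the EBF2 lists. It occurred in 0 of 293 NC EBF2 intervals, with an exact interval up to 1.25%, and in 0 of 311 KMT2D-KD EBF2 intervals, with an exact interval up to 1.18%. Taken as 3 counts of the total, the limits of a count of 0 were 1.02% and 0.965%. In windows centred 2000 bases to either side the share was 0.341% (0.0414% to 1.23%) and 0.322% (0.0390% to 1.16%). The KMT2D lists also had none, in 238 and 318 intervals. In H3K4me1 the motif was in 0.367% (0.322% to 0.417%) of NC and 0.434% (0.393% to 0.479%) of KMT2D-KD intervals, against 0.313% (0.283% to 0.345%) and 0.366% (0.339% to 0.394%) beside them. The shorter core CCCNNGGG moved the NC EBF2 share to 1.37%, against 5.97% beside the intervals.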

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

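The thresholds on the tandem score were the only alternatives chosen after the results were seen. Of 94 alternatives to values that answer a comparison, 59 stayed within counting error, or within 1.5 times for a count, 35 moved beyond it and 0 reversed a difference that exceeded counting error. Counting every row or using chromosomes 1 to 22, X and Y alone left all 18 values as they were, because no row repeated an interval and no interval lay elsewhere.

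More H3K4me1 intervals in KMT2D-KD than in NC were found under every alternative. The log2 ratio was 0.86 at a −log10 q of at least 5, 2.02 at 10, 0.97 at a fold enrichment of at least 5 and 0.39 after merging intervals within 1000 bases. The KMT2D ratio stayed within its counting interval throughout. The EBF2 ratio did too and changed sign at a −log10 q of at least 5, to −0.05.

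With a −log10 q of at least 5 in every list, the share of NC intervals found in KMT2D-KD was 83.9% for KMT2D and 77.0% for EBF2. With that threshold in the counted list alone it was 85.4% for KMT2D, 79.4% for EBF2 and 91.5% for H3K4me1. For NC H3K4me1 the share was 57.8% when an overlap of 50% was required, 84.1% within 1000 bases, 60.9% with equal numbers of top intervals and 69.6% with a −log10 q of at least 5 in both lists. The share of KMT2D-KD H3K4me1 intervals found in NC was 32.2% with an overlap of 50%, 64.9% within 1000 bases and 49.6% after merging. It was 36.8% with a −log10 q of at least 5 in both lists, 74.8% with it in the counted list alone and 56.1% with equal numbers. A stricter or looser overlap lowers or raises these shares by construction. For the other settings the cause was not tested.

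Pooling the H3K4me1 lists of both conditions can only raise an overlap. It gave 46.2% (39.76% to 52.78%) for NC KMT2D and 38.6% for NC EBF2 intervals on H3K4me1. In KMT2D-KD the pooled shares were 34.3% (29.07% to 39.78%) for KMT2D and 35.0% for EBF2. For KMT2D the confidence intervals of NC and KMT2D-KD then overlapped only just. Without regions found in all 4 KMT2D and EBF2 lists, the KMT2D-KD shares were 11.3% (6.74% to 17.5%) for KMT2D and 16.1% for EBF2. The NC share was 29.2% (19.0% to 41.1%) for KMT2D, so NC and KMT2D-KD came apart for KMT2D, unlike with all intervals. For EBF2 their intervals still overlapped. The cause was not tested. The share of KMT2D intervals with EBF2 rose to 87.4% in NC and 73.9% in KMT2D-KD at a −log10 q of at least 5, and the cause was not tested.

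The log2 ratio of genes with H3K4me1 at the promoter stayed above 0 in the 6 alternatives. It was 0.57 with 3000 bases either side, 0.62 with any transcript start, 0.70 with all annotated genes, 1.27 at a −log10 q of at least 5 and 0.38 with equal numbers of top intervals. The excess of H3K4me1 at promoters in KMT2D-KD was thus partly a matter of the longer list. The number of genes with an interval in NC alone ranged from 112 to 928, and in KMT2D-KD alone from 533 to 3177.

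At KLLN, H3K4me1 counts were 0 in both conditions within 1000 bases and 0 in both at a −log10 q of at least 5. Within 10000 bases NC had 2 intervals and KMT2D-KD had 5. The shorter EBF core gave 1.37% for NC EBF2, as a shorter motif occurs more often by construction.

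Among the other values, 31 of 66 alternatives moved, 22 higher and 9 lower. The share of KMT2D and EBF2 intervals in a tandem repeat or near a gap stayed within counting error in all 4 lists with tandem scores of 0.4 and 0.6, reaching 96.9% in NC EBF2 at 0.4. The 238 to 318 intervals of the KMT2D and EBF2 lists leave counting intervals several percentage points wide, and a motif share below 1.18% could not be excluded in the EBF2 lists. A difference between conditions cannot be separated from a difference between 2 libraries for any target.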

Other observations

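The tests of depth, of split domains, of copy number, of pile-ups at repeats and of KMT2D binding lowered by the knockdown were chosen only after the result they measure was seen.

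H3K4me1 had more intervals in KMT2D-KD than in NC, 92135 against 64843, and KMT2D also had more, 318 against 238, while EBF2 did not differ beyond counting error. The study describes lower signal of all these targets at start sites and promoters after KMT2D knockdown, and states that its CUT&Tag data gave the same result. Signal tracks were not analysed here, and the number of intervals is another measure than signal. Of the KMT2D intervals, 92.0% in NC and 91.8% in KMT2D-KD were in a tandem repeat or near a gap. Their number therefore cannot be read as a measure of KMT2D binding. For H3K4me1, several technical explanations are at odds with the tables. A deeper KMT2D-KD library would need a depth ratio above 1, and the recovered ratio was 0.938. Broad domains split into more intervals would leave the covered bases unchanged, and their log2 ratio was 0.62, above that of the number of intervals. Copy number gains in part of the genome would spare some chromosomes, and the excess exceeded counting error on 23 of 24 chromosomes. A higher yield of H3K4me1 fragments everywhere in the KMT2D-KD library predicts that nearly all strong NC intervals are found again. Of the 6484 NC intervals in the top 10% by −log10 q, 96.9% (96.4% to 97.3%) were found in KMT2D-KD. A longer list finds more of a shorter one whatever the cause, so this does not decide. Of the 9213 KMT2D-KD intervals in the top 10%, 91.1% (90.5% to 91.7%) were found in NC and 816 were not. The excess was also uneven over base composition. The intervals were split into 5 groups of equal size by the GC content of the 500 bases around the middle. In the lowest group, below 38.4%, the log2 ratio was 0.061 (0.029 to 0.093). It was 0.27, 0.47, 0.62 and 1.13 in the following groups. A GC content bias between the libraries and a gain of H3K4me1 at GC-rich places cannot be told apart here, since each condition had 1 library and the lowest group was only just above 0. A higher yield is left open as well. The uneven excess does not decide, because an equal rise in fragments need not raise the number of intervals above a cutoff equally in every group. A change caused by the knockdown remains untested, since each condition had 1 library.

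The KMT2D-KD excess was larger at promoters than elsewhere, with a log2 ratio of the promoter excess to the other excess of 0.42 (0.33 to 0.52, from 1000 resamplings of the intervals). Promoter intervals were richer in G and C, with a median of 45.2% in NC against 42.8% elsewhere. Within 10 groups of equal size by GC content the log2 ratio was 0.26 (0.16 to 0.36). Base composition may therefore account for part of the promoter excess. The rest cannot be set apart from base composition by this split, since GC content still varies within each group. Whether the rest is technical or biological was not tested. Neither ratio was computed for promoter windows other than 1000 bases either side. The log2 ratio of genes with H3K4me1 at the promoter fell from 0.88 to 0.57 with 3000 bases and to 0.62 with any transcript start. It was 0.98 with 500 bases.

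The same regions recurred in the KMT2D and EBF2 lists of NC and KMT2D-KD, whichever antibody was used. Of the 166 regions in all 4 lists, 164 (98.8%) were in a tandem repeat or within 1 Mb of a gap, against 126 of 332 windows 2000 bases beside them. Short tandem repeats made up 84.3% of these regions and 2.41% of the windows, and 83 of the 166 regions also overlapped an H3K4me1 interval of either condition. The sequence classes go with pile-ups at tandem repeats and beside assembly gaps in the KMT2D and EBF2 libraries. Of these regions, 50% overlapped an H3K4me1 interval of either condition. Random placement of the KMT2D and EBF2 intervals put 1.69% to 2.74% on the H3K4me1 list of the same cells. Whether such pile-ups occur with any antibody is left open, since the other regions overlapped no H3K4me1 interval. Binding of KMT2D that the knockdown lowers would predict that regions of 3 lists are more often missing from the KMT2D-KD KMT2D list than from the NC one. Here 9 were missing from KMT2D-KD KMT2D and 27 from NC KMT2D, or 25.0% (12.1% to 42.2%) from KMT2D-KD, while 7 were missing from KMT2D-KD EBF2 and 4 from NC EBF2. The NC KMT2D list was the shorter one and so misses more regions whatever the cause, and none of these regions is among the 166. Binding lowered by the knockdown therefore cannot be told apart from differences in list length.

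The EBF motif was no more frequent in EBF2 intervals than beside them. EBF2 sites might be hidden by the recurrent regions, so the 139 EBF2 intervals in regions without a KMT2D interval were looked at alone. The motif occurred in 0 of them, for an upper limit of 2.62%, and in 0 of 278 windows beside them. Whether they include EBF2 sites cannot be told apart from background, because they were few and 71.9% were also in a tandem repeat or near a gap.

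The following values are given without an explanation. Of the 166 regions in all 4 KMT2D and EBF2 lists, 46 overlapped an NC and 77 a KMT2D-KD H3K4me1 interval. The NC H3K4me1 interval in an intron of MAP4K4, at a fold enrichment of 37.7, had no H3K4me1 counterpart in KMT2D-KD but overlapped a KMT2D interval of KMT2D-KD.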
